# Comprehensive transcriptome resource for response to phytohormone-induced signaling in *Capsicum annuum* L.

**DOI:** 10.1186/s13104-020-05281-1

**Published:** 2020-09-18

**Authors:** Junesung Lee, Jae-Young Nam, Hakgi Jang, Nayoung Kim, Yong-Min Kim, Won-Hee Kang, Seon-In Yeom

**Keywords:** Transcriptome, Phytohormone signaling, Environmental stresses, *Capsicum annuum*

## Abstract

**Objectives:**

Phytohormones are small signaling molecules with crucial roles in plant growth, development, and environmental adaptation to biotic and abiotic stress responses. Despite several previously published molecular studies focused on plant hormones, our understanding of the transcriptome induced by phytohormones remains unclear, especially in major crops. Here, we aimed to provide transcriptome dataset using RNA sequencing for phytohormone-induced signaling in plant.

**Data description:**

We used high-throughput RNA sequencing profiling to investigate the pepper plant response to treatment with four major phytohormones (salicylic acid, jasmonic acid, ethylene, and abscisic acid). This dataset yielded 78 samples containing three biological replicates per six different time points for each treatment and the control, constituting 187.8 Gb of transcriptome data (2.4 Gb of each sample). This comprehensive parallel transcriptome data provides valuable information for understanding the relationships and molecular networks that regulate the expression of phytohormone-related genes involved in plant developments and environmental stress adaptation.

## Objective

Plants are sessile beings, which are exposed to various attacks from the environment involving biotic/abiotic stress conditions [1, 2]. Besides, plants interact with positive effects from plant-associated microbes which induce phytohormones so that strengthen plants to withstand stresses. In response to these physiological processes, different signaling pathways of plant hormones are activated. Infection of plants with diverse pathogens results in changes in the level of various phytohormones. Three phytohormones—salicylic acid (SA), jasmonic acid (JA) and ethylene (ET), are known to regulating plant defense responses against various pathogens, pests and abiotic stresses. Abscisic acid (ABA) exert opposite defense effect from these hormones, but can also enhance disease resistance [3, 4]. These phytohormones tend to act interdependently through complex antagonistic or synergistic interactions [5]. These relationships reveal that important networks of phytohormone crosstalk exist to mediate physiological processes such as biotic, abiotic stress tolerance, and plant growth.

Despite several previously reported molecular studies focused on plant hormones, the transcriptome information of phytohormones remains unclear, especially in major crops [6, 7]. Recently a few genes and gene families regulated by phytohormones have been identified in pepper [8–10], but a time-series investigation of the well-regulated transcriptome network has yet to be performed. Accordingly, this study aimed to provide transcriptome dataset using RNA sequencing (RNA-seq) for transcriptome dataset of phytohormone-induced signaling in pepper plant. In this study, we performed transcriptome analysis of pepper treated with four major phytohormones, namely SA, JA, ET, and ABA, at six time points. Total 78 RNA samples were subjected to RNA-seq by constructing strand-specific RNA libraries, and 187.8 Gb of transcriptome data were produced. These transcriptomic profiles will contribute to our understanding of the phytohormone-induced signaling pathways involved in response to environmental stresses and plant development in pepper and other crops.

## Data description

### Plant materials and treatment

Pepper seeds (*C. annuum* cv. Bukang) were sown on petri dish lined with a wet tissue layer for 2 weeks. After germination, seedlings were transplanted into a 32-cell plug seedling tray and grown at 24 ± 1 °C with an alternating 16-h light/8-h dark photoperiod. At the 6-true-leaf stage, pepper plants were sprayed with 5 mM sodium salicylate (SA), 100 μM methyl jasmonate (JA), 5 mM ethephone (ET), 100 μM ( ±)-ABA, or distilled water (mock) [11–14]. Each was treated and incubated in the growth chamber separately to avoid cross-contamination. After treatment, the third or fourth leaf was collected at 0, 1, 3, 6, 12, and 24 h post-inoculation, and frozen with liquid nitrogen immediately prior to storage at − 80 °C. Each treatment time point was performed for three biological replicates, and leaves from four healthy plants were gathered for a replicate.

### RNA extraction, library construction, and sequencing

Following phytohormone inoculation, total RNA from pepper leaves was extracted using Trizol reagent (Ambion, USA) according to the manufacturer’s instructions. To confirm the phytohormone response for each treatment, semi-quantitative RT-PCR was performed using gene primers such as SA (*CaPR1*), JA (*CaPin2*), ET (*CaACO*), and ABA (*CaWRKY40*) [13–16]. Expression levels were normalized with the *CaActin* [17] and the mock group was used as a control (Data file 1).

Samples of total RNA (5 μg) were used to prepare strand-specific libraries as described previously [18, 19]. In brief, from each total RNA, the Poly-(A) RNA was captured and fragmented by the size of 300 to 400 bp. The RNA fragments were generated second-strand cDNA, and then performed end-repair, dA tailing, adapter ligation and PCR amplification. We generated total 78 cDNA libraries consisting of four treatment groups and a mock control group, for transcriptome profiling. 

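The authors trimmed the reads, mapped them to the CM334 genome and counted them on genes, and the counts were deposited without normalization. All 78 libraries were used. They formed 26 groups of 3 libraries: mock at 0, 1, 3, 6, 12 and 24 h, and each of the 4 hormones at 1, 3, 6, 12 and 24 h. No hormone had a 0 h group. Each library came from the pooled leaves of 4 plants. SA was given as 5 mM sodium salicylate, JA as 100 μM methyl jasmonate, ET as 5 mM ethephon, a compound that releases ethylene in plant tissue, and ABA as 100 μM of the racemic hormone. The counts per library ranged from 4470356 to 8851726, with a median of 6618439. The median was 6515605 in the 18 mock libraries. In the 15 libraries of each hormone it was 5754048 with SA, 7187505 with ET, 6217800 with JA and 7619458 with ABA. Depth differed between treated and mock groups of the same time point. The mean of the JA libraries at 24 h was 66.0% of the mock mean, and that of the ET libraries at 3 h was 133.9%. Each treatment was incubated separately, so differences between treatments and differences between incubations cannot be told apart in these data. Hormone and mock libraries were compared at the same time point. For tests of single genes, the 15 libraries of one hormone and the 15 mock libraries of 1 to 24 h were fitted together with edgeR's quasi-likelihood method. Genes with low counts were left out by edgeR's filterByExpr.

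**Figure D1:**
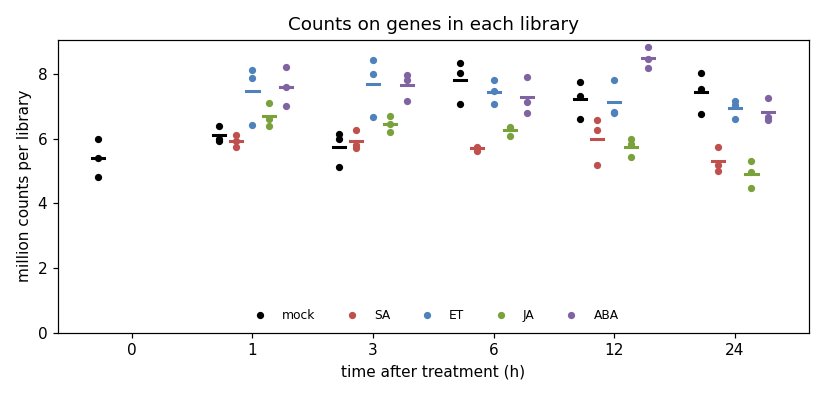
Counts on genes in each library (vertical axis, linear scale from 0) by time after treatment (horizontal axis, h). Each point is 1 library and each bar is the mean of 3. The JA libraries of 24 h lie below all mock libraries of 24 h.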

Strand-specific RNA libraries were sequenced using the 151nt paired-end on the HiSeq2500 platform (Illumina, USA) at Macrogen Corporation (Korea) (Table 1).

**Table 1:** Overview of data files/data sets

Label	Name of data file/data set	File types (file extension)	Data repository and identifier (DOI or accession number)
Data set 1	Comprehensive transcriptome profiling for response to phytohormone-induced signaling in *Capsicum annuum* L.	fastq (.fastq)	Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRP265260)
Data set 2	Comprehensive transcriptome profiling for response to phytohormone-induced signaling in *Capsicum annuum* L.	text (.txt)	Gene Expression Omnibus (https://identifiers.org/geo:GSE149037)
Data file 1	Data file 1. Schematic workflow of experimental design and bioinformatics analysis in this study	Adobe acrobat file (.pdf)	Figshare (https://doi.org/10.6084/m9.figshare.12319337.v6)
Data file 2	Data file 2. Statistical summary of RNA-seq with SRA accession numbers for each treatment	MS Excel file (.xlsx)	Figshare (https://doi.org/10.6084/m9.figshare.12319337.v6)
Data file 3	Data file 3. Quality assessment metrics for RNA-seq data	Adobe acrobat file (.pdf)	Figshare (https://doi.org/10.6084/m9.figshare.12319337.v6)
Data file 4	Data file 4. Normalized FPKM	MS Excel file (.xlsx)	Figshare (https://doi.org/10.6084/m9.figshare.12319337.v6)

### Quality control and quantification of gene expression

The adapter filtering and quality trimming was performed on a total of 78 RNA libraries using the Cutadapt and Trimmomatic programs, respectively [20–22]. The read length of each sample was filtered by QC and the read length was 28.87–6.07 Gb (Data file 2). After filtering, the quality of pre-processed reads were checked using FastQC [23] and the output was merged using MultiQC (Data file 3) [24]. Read mapping was carried out with the *C. annuum* ‘CM334’ reference genome v.1.6 (https://peppergenome.snu.ac.kr) using Hisat2 [25]. Transcriptome quantification was performed using HTseq-count [26] to calculate the read counts. 

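The table of counts held 35884 genes, named by their identifiers in the CM334 annotation v.1.6. It gave no gene positions, gene lengths or gene names. No read was counted in any library for 7868 genes (21.9%), and 12644 genes had at least 10 counts in every library. Between 20552 and 22210 genes had at least 1 count in a library, with a median of 21431. With 3 counts as the floor, the smallest detectable level was 0.339 CPM (counts scaled to an equal total in every library) in the deepest library and 0.671 CPM in the shallowest. This floor covers counting error only. No 2 libraries held identical values. A chi-square statistic over genes with at least 20 counts in a pair was computed for the 78 pairs of replicates. It was between 1.99 and 22.88 per degree of freedom, with a median of 4.67, so all replicate pairs differed by more than sampling noise and each library was counted as 1 replicate. The highest values belonged to JA at 3 h, where replicate 1 stood apart from both others. The lowest Pearson correlation across genes between replicates, on log2(CPM + 1), was 0.9623.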

The clean reads were mapped to the coding DNA sequence with 65.75–70.36% and the genome with 92.13 –96.04% (Data file 2). Raw read count was normalized to FPKM and visualized with the distribution (Data files 3, 4). 

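FPKM also divides by gene length, so without lengths the counts were scaled here to CPM. This keeps the comparison of a gene between libraries and leaves out the comparison between genes. The median CPM of the genes detected in a library was between 7.82 and 12.7. The 10 most abundant genes took between 5.4% and 11.6% of a library's counts, and the largest share of a single gene was 2.67%. For the tests of single genes, library sizes were also scaled by TMM (trimmed mean of M-values), which corrects for such differences in composition. TMM takes most genes as unchanged, or rises and falls as balanced, so it cannot show a shift of most genes in one direction. Over the 4 fits of a hormone with mock, the TMM factors were between 0.8 and 1.35.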

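Principal components order the variation between libraries from the largest share to the smallest. One PCA was made for each hormone with the 15 treated and the 15 mock libraries of 1 to 24 h, on log2(CPM + 1) with genes centred and not scaled. With SA, PC1 held 33.8% of the variance, PC2 21.1% and PC3 13.1%. The difference between SA and mock accounted for 21.7% of PC1 and 45.6% of PC2, and the time points for 72.2% and 41.8%. With ET, PC1 held 34.6% of the variance and PC2 21.2%, and treatment accounted for 66.0% of PC1 and 25.0% of PC2. With JA, PC1 (35.1% of the variance) and PC2 (20.1%) followed time, which accounted for 98.5% and 96.5% of them, while treatment accounted for 0.8% of PC1. Treatment accounted for 36.3% of PC3 and 35.5% of PC4, which held 7.9% and 7.2% of the variance. With ABA, time accounted for 98.2% of PC1 and 97.3% of PC2. Treatment accounted for 56.6% of PC3, which held 9.0% of the variance.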

The principal component analysis (PCA) with normalized data was used to examine sample variation (Data file 3) [27, 28]. 

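To measure how far treated and mock libraries lay apart, a straight line was fitted by least squares in a plane of 2 components, and each library was placed by a line fitted without it. Treatment labels were then permuted 100000 times within the time points (one-sided permutation test, Benjamini-Hochberg adjusted over the 4 hormones). In the plane of PC1 and PC2, the line placed 30 of 30 libraries on the right side with ET (adjusted p = 1.3e-05) and 27 of 30 with SA (adjusted p = 1.3e-05). The raw p of 1e-05 for both is the smallest that the permutations can give. The 3 libraries on the wrong side were those of SA at 24 h. In the plane of PC1 and PC3, it placed 26 of 30 with ABA (adjusted p = 1.3e-05) and 21 of 30 with JA (adjusted p = 0.0024). The median count under permutation was 9 of 30 with SA, 13 with ET, 7 with JA and 8 with ABA. A small p thus means more libraries placed right than under permutation, and by itself no clear separation. The wrongly placed libraries with JA were the 3 of mock at 6 h, 1 of mock at 24 h, the 3 of JA at 1 h and 2 of JA at 12 h. Among the settings chosen beforehand, CPM without log moved the counts with SA and ET most, to 18 of 30 each, and the other plane those with JA and ABA. In the plane of PC1 and PC2, 9 of 30 were placed right with ABA (p = 0.0039, permutation test), more than under most permutations, and 3 of 30 with JA (p = 0.078, permutation test). A line through all time points asks more than a comparison within them. A count within time points, chosen after the data were seen, asked whether the nearest library of the same time point had the same treatment. This held for 30 of 30 libraries with SA and ET, 27 with JA and 25 with ABA. The paper draws its conclusion from the planes of PC1 and PC2 for SA and ET and of PC1 and PC3 for JA and ABA. Its PCA was made from its own normalized data, so its planes may differ from those here.

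**Figure D2:**
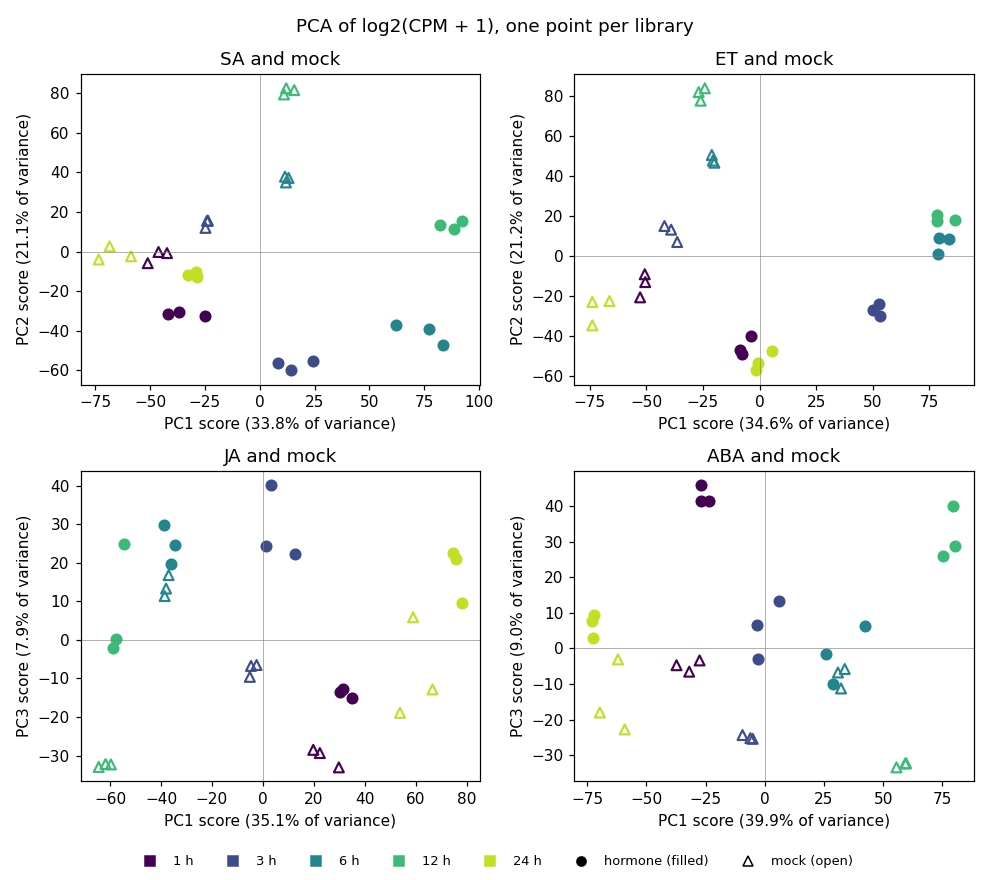
PCA of each hormone with mock, in the plane of PC1 and PC2 for SA and ET and of PC1 and PC3 for JA and ABA. Axes are component scores with their share of the variance, filled circles are treated libraries, open triangles are mock libraries and colours are time points. The number of libraries on the right side of a line was 30 of 30 with ET and 21 of 30 with JA.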

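The number of genes that differed between hormone and mock (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was counted among 18349 to 18757 genes tested. Averaged over the 5 time points, 13367 genes differed with ET (6711 higher, 6656 lower) and 9593 with SA (4775 higher, 4818 lower). With JA, 5576 genes differed (2811 higher, 2765 lower), and with ABA 5331 (2743 higher, 2588 lower). Most of these average differences were small. With a log2 fold change of at least 1 in either direction also required, 2771 genes passed with ET (1312 higher, 1459 lower), 1388 with SA (1100 higher, 288 lower), 572 with ABA (517 higher, 55 lower) and 339 with JA (255 higher, 84 lower). An average dilutes changes of single time points. At 12 h, by the same 2 thresholds, 4672 genes passed with ET, 3518 with SA, 1375 with ABA and 1305 with JA. Rises did not outnumber falls at every time point. With ABA at 24 h, 222 genes were higher and 251 lower, and with JA at 6 h 235 and 306. By adjusted p alone, at single time points with 3 libraries on each side, 2532 genes differed at 1 h after SA, 5357 at 3 h, 7574 at 6 h, 8762 at 12 h and 2887 at 24 h. After ET the numbers were 6885, 8578, 9859, 10902 and 8967 genes. They were 2330, 3177, 1848, 4294 and 2191 genes after JA, and 4073, 1946, 1197, 5077 and 1765 genes after ABA. In this fit all groups shared one estimate of a gene's spread, although replicates lay closer in some groups than in others. When only the 6 libraries of a time point were fitted, the order of the time points changed with each hormone. With JA, 3882 genes differed at 1 h and 3593 at 12 h. The count at 24 h fell below that at 1 h with SA (1962 and 2316 genes), below that at 3 h with ET (7437 and 8403 genes) and below that at 6 h with ABA (1002 and 1358 genes).

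**Figure D3:**
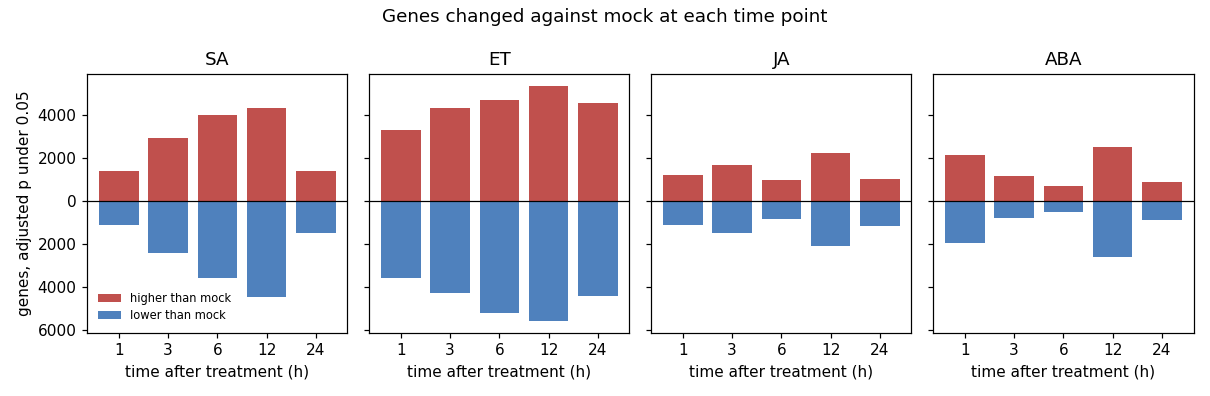
Genes that differed from mock (vertical axis, genes with adjusted p under 0.05) at each time after treatment (horizontal axis, h), with those higher than mock above 0 and those lower below 0. The count was highest at 12 h with each hormone in this fit, and fell from 8762 to 2887 genes between 12 and 24 h with SA.

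The genes with the largest changes in one direction in all 15 treated libraries are given by identifier, since the counts are not paired with gene names or sequences and near-identical gene copies could not be checked. CA.PGAv.1.6.scaffold211.4 had 0 counts in all 15 mock libraries and between 10 and 1462 in the SA libraries. It reached 179.8 ± 69.5 CPM (SD, n = 3) at 6 h after SA, at least 469-fold higher than the floor of 3 counts in mock. CA.PGAv.1.6.scaffold1152.14 rose after ET, to 898.4 ± 142.1 CPM (SD, n = 3) at 6 h against 0.562 ± 0.181 CPM in mock. At 24 h, where the mock libraries had 0 counts, it was at least 88.2-fold higher than the floor. The adjusted p of its average difference was 4.73e-29 (edgeR). CA.PGAv.1.6.scaffold219.27 fell after ET, with 1 to 7 counts in the ET libraries and 149 to 982 in mock. At 12 h it had 0.507 ± 0.187 CPM (SD, n = 3) after ET and 119.1 ± 12.0 CPM in mock, and the adjusted p of its average difference was 2.01e-31 (edgeR). CA.PGAv.1.6.scaffold1693.4 had 0 to 3 counts in the ET libraries and 14 to 103 in mock, and was at least 27.9-fold lower at 24 h.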

The comparisons between PC1 and PC2 (SA, ET) or PC1 and PC3 (JA, ABA) indicated that the mock and phytohormone-treated groups were separated clearly.

## Limitations

Raw data was deposited in NCBI, and quality filtering is required before use. The transcriptome data was generated using *C. annuum* cv. Bukang, and read mapping was carried out with *C. annuum* cv. CM334 reference genome.

## Data Availability

The RNA-seq library of 78 samples are publicly available from the Sequence Read Archive at accession number https://identifiers.org/ncbi/insdc.sra:SRP265260 [29]. The quantified transcriptome expression data was deposited in the NCBI Gene Expression Omnibus database with an accession number of https://identifiers.org/geo:GSE149037 [30]. The combined additional files and information generated in this study have been uploaded to figshare, with accession number https://doi.org/10.6084/m9.figshare.12319337.v6 [31].

## Abbreviations

ABA: Abscisic acid
ET: Ethylene
FPKM: Fragments per kilobase of transcripts per million mapped reads
PCA: Principal component analysis
QC: Quality control
RNA-seq: RNA sequencing
RT-PCR: Reverse transcription polymerase chain reaction
SA: Salicylic acid

How the deposited data were processed for this re-analysis (not part of the article)

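Leaves of pepper cv. Bukang were sampled after treatment with SA, JA, ET, ABA or water, and RNA-seq of 78 libraries was quantified by gene. The authors removed adapters with Cutadapt, trimmed reads with Trimmomatic, mapped them to the CM334 genome v.1.6 with Hisat2 and counted them per gene with HTSeq-count. The deposited values are these counts, whole numbers without normalization, one column per library and with no replicates pooled. The paper's text does not name the versions, the strand setting or the treatment of reads that map to several places. These settings decide how reads of overlapping genes and of gene copies were counted. Bukang reads were mapped to another cultivar, so genes that differ between the cultivars may be undercounted. The FPKM values and the mapping statistics of the paper were not analysed here.

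Each column carried the title of 1 sample, and 0 columns were left without a sample. Treatment, time point and replicate came from the sample titles, and doses and the number of plants from the paper. The titles call the jasmonate treatment MeJA, which is the paper's JA. The replicate numbers in these titles were also used as the pairing tested below.

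The counts per library were between 4470356 and 8851726, which puts the floor of 3 counts between 0.339 and 0.671 CPM. CPM values were computed from the total counts of each library. PCA used log2(CPM + 1) of all genes with at least 1 count. Separation from mock was measured as the number of libraries on the right side of a least-squares line with each library left out in turn, tested with 100000 permutations of treatment within time points. It was tested on simulated data in 3 planes. Without a treatment effect no p was under 0.05. With 200 genes raised by 3 log2 units at every time point, every p was. Smaller changes, or changes at single time points, were not simulated for it. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

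Genes were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest). The 10 groups of a hormone and mock at 1 to 24 h were fitted together, because 3 libraries estimate a gene's spread poorly. The contrasts were hormone against mock at each of the 5 time points, their average, and a test that the 5 differences were equal. The Benjamini-Hochberg adjustment was made within each contrast, with 0.05 as the threshold. Standard errors were derived from the F statistic. The code was tested on simulated counts with 200 changed genes among 17686 tested. It recovered 200 of them in the average contrast with 6 other genes called, and 196 at 12 h with 8 others called. With the change placed at 12 h only, the test of equal differences recovered 166 of 200 among 17669 genes, with 11 others called. The simulated changes were of at least 1 log2 unit, in well-counted genes with one common spread. Recovery of smaller changes was not measured. The paper's text names no test of single genes.

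The alternatives fixed before the data were examined were RLE scaling, DESeq2 1.42.0, no filter, for the average contrasts a minimum of 10 counts in every library and a fold-change threshold, a fit of the 6 libraries of a time point, the replicate number as a block, and leaving out each replicate number. For the PCA they were another plane, TMM scaling, a pseudocount of 0.1, scaled genes, CPM without log, a mean of at least 10 counts, inclusion of mock 0 h, and a PCA of all 78 libraries. The PC3 and PC4 plane, the nearest-library count, thinning to 4470356 counts per library, removal of the 10 most abundant genes and, for single time points, the minimum of 10 counts in every library were added after the data were seen, as were the tests of equal differences and of mock 24 h against mock 0 h.

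Genes named in the text were chosen by a rule set beforehand. They had to pass the threshold in the average contrast and to differ from the mock mean of their time point in the same direction in all 15 treated libraries. Because 0 of the 35884 identifiers were found in the gene table at hand, which belongs to the assembly UCD10Xv1.1, only the 2 largest rises and the 2 largest falls over the 4 hormones are given. The marker genes of the RT-PCR could not be matched to identifiers for the same reason. GC content and gene length were not tested.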

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

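The regroupings of libraries were set before their results were seen; the other tests here were chosen after the result. No test of single outlying libraries was made, neither within the groups of 3 libraries nor with the spread pooled over groups.

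The difference from mock was not the same at all 5 time points for 8612 genes with SA, 9577 with ET, 5206 with JA and 5831 with ABA (adjusted p under 0.05, edgeR's test of equal differences). These counts stand out because the effect of one hormone differed between time points by a direct test. Same-numbered treated and mock libraries were swapped at random within time points, 24 times per hormone. With SA, JA and ABA, 1 of the 25 labellings gave as many genes, the real one. With ET it was 2 of 25, and the swap gave 10905 genes. That swap left 4 time points whole and in one direction, which keeps the real effect there, and mixed the libraries of 1 time point, so its count does not speak for chance. In the 16 swaps over the 4 hormones that left no time point whole, the highest count was 0 genes, with 122 to 714 genes at an unadjusted p under 0.05. Such swaps mix treated and mock libraries in every group, which widens the spread within groups, so their counts are no fair measure of chance. Depth was tested by thinning every library to the smallest total, after which at least 84.8% as many genes were called with each hormone. Without the 10 most abundant genes it was at least 99.9%. All 78 libraries correlated most with their own group, which leaves no sign of exchanged labels. GC content, gene length and shared reads were not tested. A candidate explanation is a response that changes with time, as a hypothesis. It cannot be told apart from differences between the separate incubations.

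In the mock libraries, which the paper uses as the control, 6116 of 17788 genes differed between 0 and 24 h (3009 higher and 3107 lower at 24 h, adjusted p under 0.05, edgeR). A log2 change of at least 1 was reached by 1713 of them. The plants were sampled at the same hour of the light cycle, and the difference is absent from the paper's text. Of the 4 splits of the 6 libraries that part the 3 same-numbered pairs, 1 gave as many genes, the real one, and so few splits cannot exclude chance. In the other 9 splits the highest count was 0 genes, with 666 to 2761 genes at an unadjusted p under 0.05, and these splits too mix libraries that differ. Thinning to equal depth gave 5591 genes, and removal of the 10 most abundant genes gave 6099, so neither accounts for the whole count. No biological explanation was tested.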

How the results depend on the processing

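Over the counts of genes, a change of more than 1.5 times was taken as a change. RLE scaling, DESeq2, no filter, a minimum of 10 counts in every library, thinning and the removal of abundant genes kept every count they were applied to within that range. A PCA result was taken as changed when its permutation p was no longer under 0.05, even though the number of libraries placed right moved in others, such as from 30 to 12 of 30 with ET in the plane of PC3 and PC4 and from 26 to 9 of 30 with ABA in the plane of PC1 and PC2. The differences of the 4 named genes were taken as changed when their sign turned or their adjusted p was no longer under 0.05. By these rules 48 of 390 alternative values changed, none of them for the named genes. Those 4 genes were chosen from the same data for the largest changes, so their rule could hardly be broken and says little about stability. RLE moved the share of genes higher than mock by at most 4.1 percentage points and the median log2 change by at most 0.034. TMM and RLE both take most genes as unchanged, or rises and falls as balanced. Their agreement therefore does not test the near-equal numbers of higher and lower genes. With ET, where 13367 of 18757 genes differed, this assumption is in doubt.

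The fold-change threshold lowered the average counts most, from 9593 to 1388 genes with SA, 13367 to 2771 with ET, 5576 to 339 with JA and 5331 to 572 with ABA. When only the 6 libraries of a time point were fitted, JA at 1 h rose from 2330 to 3882 genes, JA at 3 h fell from 3177 to 1546 and ABA at 24 h from 1765 to 1002. In the joint fit all groups shared one estimate of a gene's spread. Replicates lay close with JA at 1 h (chi-square 1.99 to 3.01 per degree of freedom). They lay further apart with JA at 3 h (3.87 to 22.88) and mock at 24 h (4.89 to 12.66). Sharing would lower the first count and raise the others. ABA at 12 h, with values up to 10.47, kept its count (5077 and 5051 genes). Whether sharing was the cause was not tested.

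Leaving out replicate 1, 2 or 3 in every group left 2 libraries per group. The average count then ranged from 3241 to 4592 genes with JA and from 3088 to 4655 with ABA. With SA it ranged from 1197 to 2136 at 1 h, 3294 to 4833 at 3 h and 1538 to 1995 at 24 h. With JA it ranged from 1298 to 1429 at 1 h, 1664 to 2126 at 3 h, 711 to 1108 at 6 h, 1789 to 3338 at 12 h and 465 to 2280 at 24 h. With ABA the ranges were 2021 to 3053 at 1 h, 750 to 960 at 3 h, 438 to 635 at 6 h, 3141 to 3670 at 12 h and 415 to 2023 at 24 h. Genes whose effect differed between time points ranged from 2474 to 3362 with JA and from 2798 to 3827 with ABA, and genes that differed between mock 0 and 24 h from 3905 to 5314. In these leave-out fits all counts for ET stayed within 1.5 times. Without replicate 2, JA at 12 h (1789 genes) was below JA at 3 h (1876 genes).

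Same-numbered treated and mock libraries did not deviate together. The mean correlation of their deviations from the group means was between -0.0113 and 0.025 over the 4 hormones, so the numbers do not pair the plants. With the replicate block the average counts were 9611 genes with SA, 13422 with ET, 5577 with JA and 5572 with ABA.

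Separation in the PCA planes passed the permutation test with TMM scaling, a pseudocount of 0.1, scaled genes, expressed genes only, mock 0 h included, all 78 libraries and each replicate number left out. It did not pass for JA in the plane of PC1 and PC2 (3 of 30 libraries), for ABA with CPM without log (11 of 30) or for SA in the plane of PC3 and PC4 (15 of 30). With all 78 libraries in one PCA, 15 of 30 were placed right with JA and 16 of 30 with ABA, where the median under permutation was 0. Without replicate 2, JA passed with 10 of 20 placed right (p = 0.0065, permutation test), again against a median of 0. Passing the test is therefore not the same as a clear separation.

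The counts of the average contrasts with their real labels were compared with the 24 swaps of each hormone. For each of the 4 hormones, 1 of 25 labellings gave as many genes. The highest count of a swap was 1259 genes with SA, 10971 with ET, 2141 with JA and 2629 with ABA, since a swap that exchanges all or none of the pairs of a time point keeps the effect there. The 16 swaps with no such time point gave 0 genes, with 257 to 627 at an unadjusted p under 0.05. At single time points, 1 of the 4 splits that part the 3 pairs gave as many genes in each of the 20 comparisons, which cannot reach a share under 0.05. The other such splits gave at most 1 gene, with 159 to 1793 genes at an unadjusted p under 0.05. The 6 splits that part 1 pair also gave at most 1 gene. Swaps and splits that mix treated and mock libraries widen the spread within groups, so low counts from them are no fair measure of chance. Counts per library limit the genes near the floor of 3 counts. Against a group with all libraries at or under it, a fold change is only a lower bound.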

Differences from the paper's values

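The number of libraries was the same as the paper's. The paper describes mock and treated groups as clearly apart in the plane of PC1 and PC3 for JA. In the plane of PC1 and PC3 of log2(CPM + 1), a straight line placed 21 of 30 libraries on the right side. The paper's PCA used its normalized data, described as FPKM, and its text names no further setting. Its plane may therefore differ from this one. With JA, PC3 and PC4 held similar shares of the variance here (7.9% and 7.2%), so their order could depend on the scaling. Among the alternatives set before the data were examined, inclusion of mock 0 h gave 29 of 33, leaving out replicate 3 gave 19 of 20, scaled genes gave 23 of 30 and a pseudocount of 0.1 gave 22 of 30. The others gave 21 of 30 or less, or, without replicate 1 or 2, 14 and 10 of 20. Within time points, 27 of 30 libraries had a nearest library of the same treatment, and in the plane of PC3 and PC4 the line placed 29 of 30 right; both measures were chosen after seeing the values. The paper describes SA and ABA in the same way. With SA, 27 of 30 were placed right, 29 of 30 with a pseudocount of 0.1 and 30 of 33 with mock 0 h included, against 26 of 30 with all 78 libraries, 25 of 30 with scaled genes, 21 of 30 in the plane of PC1 and PC3 and 18 of 30 with CPM without log. With SA, 30 of 30 had a nearest library of the same treatment, a measure chosen after seeing the values. With ABA, 26 of 30 were placed right, 29 of 30 with a pseudocount of 0.1 and 28 of 33 with mock 0 h included. It was 25 of 30 with scaled genes, 16 of 30 with all 78 libraries and 11 of 30 with CPM without log. In the plane of PC1 and PC2 it was 9 of 30. Without replicate 2 it was 14 of 20, and without replicate 1 or 3 it was 18 of 20. A nearest library of the same treatment was found for 25 of 30 with ABA, a measure chosen after seeing the values.

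The paper states the same time points for the hormones as for mock. The labels give 0 h for mock only, which leaves 5 time points for each hormone.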

Other observations

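All tests in this part were chosen after the results were seen.

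The 4 hormones moved many genes the same way. Of 17984 genes tested with all of them, 1905 differed from mock on average with all 4. Of these, 674 were higher with all 4, 837 were lower and 394 had differing directions. In 1000 random orders of the genes, a median of 73 genes moved one way. Random orders also remove the noise of the shared mock libraries, so 73 is no fair measure of chance for these counts. Correlations across genes of the average log2 difference, which do not treat genes as replicates, were 0.62 for SA and ABA, 0.56 for SA and JA, 0.56 for JA and ABA, 0.55 for SA and ET, 0.46 for ET and ABA and 0.36 for ET and JA. All 6 pairs share the mock libraries, whose noise could raise them. With different mock libraries behind the 2 hormones of a pair, r fell by at most 0.10 (JA and ABA, to 0.46), so that noise accounts for a small part of r. The counts of 674 and 837 genes were not recomputed in this way. If instead the mock plants of 24 h stood apart from all others, the step from them to the hormones at 24 h would point towards mock 0 h. The correlation of the 2 steps was -0.03, from -0.27 to 0.20 over 6 divisions of the mock libraries, which settles nothing. A response shared by the 4 hormones and the separate incubation of mock cannot be told apart.

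Pairs with ET held more genes with opposite directions. Of the genes changed on average with both hormones, 29.4% had opposite directions for ET and ABA (1227 of 4179), 24.2% for ET and JA (1063 of 4392) and 23.8% for SA and ET (1740 of 7326). For the pairs without ET it was 9.6% for SA and ABA, 7.6% for JA and ABA and 7.4% for SA and JA. The difference between these shares was not tested.

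Replicate 1 of JA at 3 h differed by more than 1 log2 unit from the mean of the other 2 replicates for 805 of 17060 genes, lower for 651 of them. The median library differed for 133.5 genes. RNA of another group in the library would turn this deviation towards that group. Its highest correlation with the step to any other group was 0.07 (ET at 6 h). Each step started from the mean of all 3 replicates, the deviating one included, which lowers such correlations. The low value therefore does not exclude a mixed library. Other causes were not tested. Next came replicate 2 of JA at 12 h with 565 genes, replicate 1 of SA at 1 h with 409, replicate 1 of SA at 3 h with 384 and replicate 3 of mock at 24 h with 358. The deviation of that mock library pointed towards JA at 24 h (r = 0.36), which cannot be told apart from a mixed library or from plants in a similar state. Higher correlations with the step to another group were found for replicate 2 of mock at 24 h (0.47, mock at 0 h), replicate 2 of ABA at 6 h (0.41, ABA at 12 h) and replicate 1 of ABA at 6 h (0.38, ET at 3 h). Replicate 3 of JA at 24 h deviated in turn towards mock at 24 h (r = 0.25). The count for JA at 24 h was 2280 genes without replicate 3, 1017 without replicate 1 and 465 without replicate 2. ABA at 24 h had the same order, with 2023, 607 and 415 genes, so this dependence was not specific to JA. These fits left out the replicate number in treated and mock groups alike.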
